A study of Mus musculus with 16 samples.

How the data were processed

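Gene expression was measured by RNA sequencing of the hippocampus of 16 mice in 4 groups of 4 animals. The groups crossed genotype, Kcna1 knockout or wild type, with diet, standard or ketogenic. Kcna1 encodes a voltage-gated potassium channel subunit, and mice lacking it are used as a model of epilepsy. A ketogenic diet is high in fat and low in carbohydrate.

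The authors deposited one table of raw counts per gene, with 49315 mouse Ensembl genes and 1 column per animal, per the labels 4 animals in each group. The aligner, the counting program, the genome build, the annotation and the use of strand were not stated in the labels or the table. Values were taken as counts because they were whole numbers with totals that differed between libraries, from 13440230 to 22309504. Genes with overlapping or antisense neighbours, or with near-identical copies, are therefore uncertain. Of the identifiers, 49056 were in GENCODE M21, the annotation used here for positions on the GRCm38 assembly, so every position printed is that annotation's position for the identifier.

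The columns gave an animal tag, a genotype and a diet but no replicate number. Each column was therefore assigned to its group only, and libraries are named by their animal tag. The label of a library was kept whatever its Kcna1 level. Sex was not in the labels.

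Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by filterByExpr with the groups, which left 17469 genes, and at least 99.8% of the counts of each library fell in these. TMM factors were computed, and a quasi-likelihood model with robust dispersion estimates and 1 coefficient per group was fitted to all 16 libraries, with 12 residual degrees of freedom. Contrasts were tested with the two-sided quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes of a contrast. Genes with an adjusted p under 0.05 are called below. The contrasts were knockout against wild type on each diet, ketogenic against standard diet in each genotype, and the interaction of genotype and diet. Standard errors of log2 fold changes were obtained from the F statistic. Counts scaled to a common library size (CPM) used the effective library sizes, and log2 CPM used a prior count of 2.

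The 18 gene lists were fixed before the data were examined: pan-reactive, A1 reactive, A2 reactive and general astrocyte, microglia, interferon response, neuronal activity, fatty acid and ketone metabolism, cholesterol synthesis, oligodendrocyte, endothelial, choroid plexus, blood, thalamus, striatum, dentate granule cell, CA1 pyramidal cell and CA3 pyramidal cell. Each was tested in each contrast with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the 90 tests. The rotation test fry and camera with an estimated correlation were run beside it. The pan-reactive astrocyte score was the mean log2 CPM of the tested list genes in a library. It was compared between groups by a two-sided exact permutation test of the difference of means over 70 arrangements, in which the smallest possible p is 0.0286. Called genes within 10 Mb of Kcna1 were compared with genes elsewhere by a two-sided Fisher's exact test.

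Genes were named by a rule set before the data were examined. Kcna1, Gfap, Vim, Serpina3n, Aqp4 and Pdk4 were named whatever their values. In each contrast the 3 called genes of smallest p in each direction were named if their mean was at least 1 CPM and, in the pairwise contrasts, if the CPM of the groups did not overlap. Some genes that this rule selects are not reported here. Genes named outside this rule are stated to have been chosen after their values were seen.

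The fit was tested on simulated data. Negative binomial counts were drawn with the mean and dispersion of each gene over the real libraries and their library sizes, with 200 genes changed by a known fold in the knockout on both diets. Of these, 175 were recovered on the standard diet among 17318 genes tested, with 3 other genes called, and 171 on the ketogenic diet, with 7 others. The diet contrasts, in which nothing was changed, gave 0 calls in either genotype, and the interaction gave 1.

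Alternatives were DESeq2 size factors or upper-quartile factors in edgeR, no filter beyond at least 1 count in some library, at least 10 counts in every library, DESeq2 1.42.0 in place of edgeR, limma-voom, no robust estimation, only the groups compared, 1 surrogate variable from sva 3.50.0, log2 CPM of Xist as a covariate, and each library left out in turn. For the remaining results they were other list tests, another prior count of 0.5, z-scores, the score without Gfap, windows of 5 and 20 Mb, and a minimum absolute log2 fold change of 0.5. A fit of the libraries with Xist above 100 CPM and Ddx3y under 10 CPM, and the use of genes at an unadjusted p under 0.01, were chosen after seeing the data.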

Results

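Hippocampal transcriptomes were compared between 4 groups of 4 mice: wild type on the standard diet, Kcna1 knockout on the standard diet, wild type on the ketogenic diet and knockout on the ketogenic diet. Total counts ranged from 13440230 in KC916RRL, a knockout library on the ketogenic diet, to 22309504 in KC846L, a wild type library on that diet. The 20 most abundant genes took 5.73% to 6.81% of the counts of a library. Within groups, log2 CPM correlated across genes with Pearson's r from 0.977 to 0.992, a value over genes, which are not independent replicates. No pair of libraries of a group was alike within sampling noise, since the chi-square statistic per gene was at least 3.85 in every pair, against 1 for pure counting noise. Sex was not given in the labels. Y-linked genes were expressed in 1 wild type library (KC890RL) and 2 knockout libraries (KC872RL and KC873RR) on the standard diet, in 1 wild type library (KC846L) on the ketogenic diet and in 0 of the 4 knockout libraries on that diet. The first principal component held 20.7% of the variance of log2 CPM and the second 15.4%.

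Kcna1 (ENSMUSG00000047976, chromosome 6, 126640397 to 126646384, minus strand, GRCm38) was examined first because it checks the genotype labels. It measured 120 ± 6.29 CPM (SD, n = 4) in wild type on the standard diet and 117 ± 9.65 CPM (SD, n = 4) in wild type on the ketogenic diet. It measured 44.7 ± 1.78 CPM (SD, n = 4) in the knockout on the ketogenic diet. In the knockout on the standard diet, 3 libraries lay between 44.6 and 47.0 CPM and the library labelled knockout KC888LL at 82.0 CPM. KC888LL held 1516 Kcna1 counts of its total, or 82.2 CPM by total count, with a 95% Wilson interval of 78.1 to 86.4 CPM. The interval covers counting error only. The highest upper bound among the other 3 libraries of its group was 51.1 CPM. KC888LL therefore lay outside both the wild type and the knockout range, and every comparison with the knockout on the standard diet below includes it under its label. The log2 fold change of Kcna1 between knockout and wild type was -1.13 ± 0.15 (SE) on the standard diet (edgeR, adjusted p = 0.0339) and -1.38 ± 0.15 (SE) on the ketogenic diet (edgeR, adjusted p = 0.00320). The call on the standard diet was lost in 7 of the 8 fits that left out 1 library, with an adjusted p of 0.220 without KC872RL. Without KC888LL the log2 fold change was -1.39, with an adjusted p of 4.1e-10. Over 19 alternatives the adjusted p ranged from 1.0e-10 to 0.999 on the standard diet, and from 4.1e-17 to 0.0994, with 1 surrogate variable, on the ketogenic diet.

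**Figure D1:**
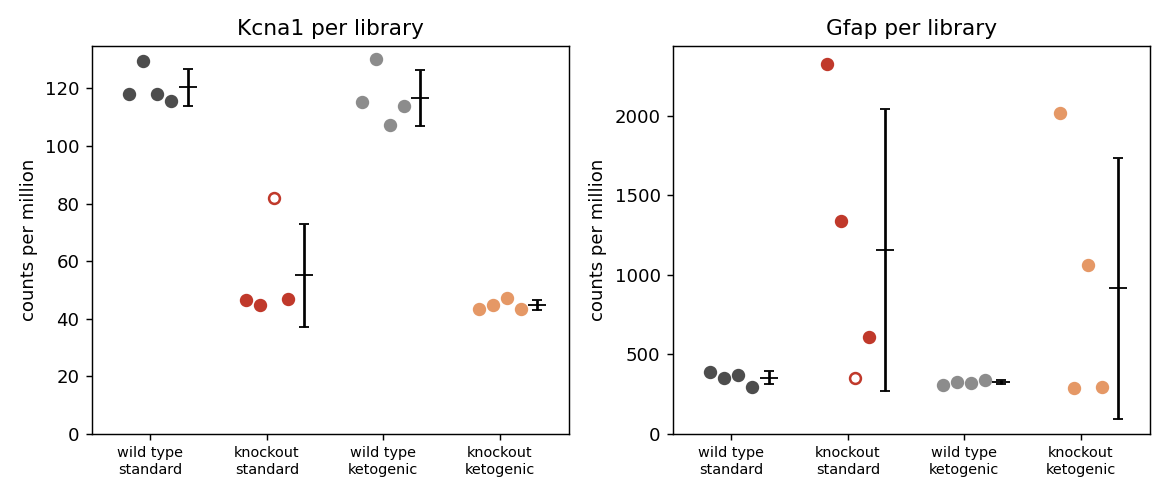
Linear CPM (axes from 0) of Kcna1, left, and Gfap, right, in each of the 16 libraries by group. Each point is 1 library, the open point is KC888LL, and bars give the group mean and SD (n = 4). Kcna1 of KC888LL stood at 82.0 CPM between the other groups of points, and Gfap of the libraries labelled knockout ran from 288 to 2327 CPM.

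The comparison of knockout with wild type on the standard diet asks what the loss of Kcna1 changes. Of 17469 tested genes, 1 was called, which was Kcna1, while 2504 genes had an unadjusted p under 0.05 against 873.45 expected by chance. The count depended on 1 library. Leaving out KC888LL gave 1016 called genes, of which 511 were higher in the knockout, and leaving out any of the other 7 libraries gave 0. DESeq2 gave 171 calls, including Kcna1.

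**Figure D2:**
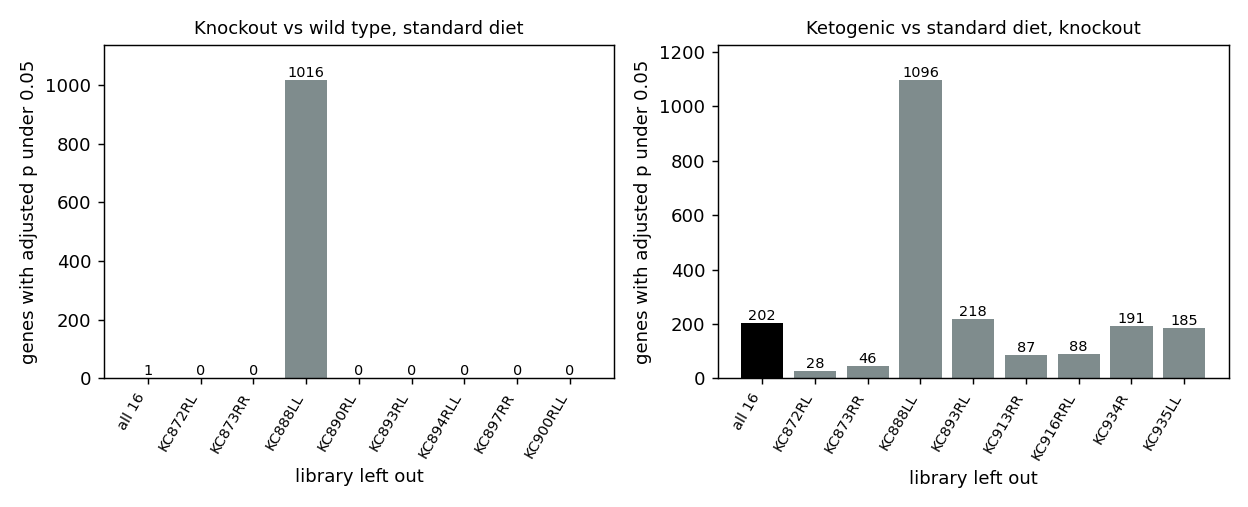
Number of genes with an adjusted p under 0.05 (edgeR, linear axis from 0) with all 16 libraries and after leaving out each library of the comparison in turn. Left, knockout against wild type on the standard diet, and right, ketogenic against standard diet in the knockout. Without KC888LL the counts were 1016 and 1096.

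The title of the series concerns astrogliosis, so markers of reactive astrocytes were examined by library. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) ranged from 294 to 390 CPM in the 8 wild type libraries. In the knockout on the standard diet it measured 2327 CPM in KC872RL, 1340 CPM in KC873RR, 611 CPM in KC893RL and 348 CPM in KC888LL. In the knockout on the ketogenic diet it measured 2018 CPM in KC913RR, 1059 CPM in KC934R, 295 CPM in KC935LL and 288 CPM in KC916RRL. The log2 fold change of Gfap between knockout and wild type was 1.72 ± 0.65 (SE) on the standard diet (edgeR, adjusted p = 0.271) and 1.504 ± 0.65 (SE) on the ketogenic diet (edgeR, adjusted p = 0.524). Without KC872RL the former was 1.13, and without KC913RR the latter was 0.77. Under the ketogenic diet in the knockout Gfap changed by -0.34 ± 0.63 (SE) (edgeR, adjusted p = 0.840), and by 0.26 when KC872RL was left out. Vim (ENSMUSG00000026728) and Serpina3n (ENSMUSG00000021091) were also highest in KC872RL and KC873RR on the standard diet and in KC913RR and KC934R on the ketogenic diet. They had log2 fold changes of 1.74 ± 0.65 and 1.63 ± 0.54 (SE) in the knockout on the standard diet (edgeR, adjusted p = 0.262 and 0.226). Serpina3n passed the threshold without KC888LL, at 1.92 with an adjusted p of 0.0388 (range 0.0388 to 0.999 over 19 alternatives). Without KC872RL Vim was at 0.84. On the ketogenic diet the values for the knockout against wild type were 1.38 ± 0.65 for Vim and 1.22 ± 0.53 for Serpina3n (SE), with adjusted p of 0.551 and 0.528, and without KC913RR they were 0.76 and 0.78. The diet in the knockout changed Vim by -0.72 ± 0.62 and Serpina3n by -0.45 ± 0.52 (SE), with adjusted p of 0.605 and 0.711, and both were above 0 without KC872RL, at 0.19 and 0.08. Aqp4 (ENSMUSG00000024411) differed by 0.61 ± 0.32 (SE) between knockout and wild type on the standard diet (edgeR, adjusted p = 0.405), by 0.45 ± 0.32 (SE) on the ketogenic diet (adjusted p = 0.687) and by -0.51 ± 0.32 (SE) with the diet in the knockout (adjusted p = 0.441). Without KC872RL the first and last of these were 0.32 and -0.21, and without KC913RR the second was 0.25. With all 16 libraries none of these differences passed the threshold.

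The pan-reactive astrocyte score rested on 10 of the 13 listed genes. It was 3.40 ± 0.14 (SD, n = 4) in wild type and 4.21 ± 0.69 (SD, n = 4) in the knockout on the standard diet. On the ketogenic diet it was 3.27 ± 0.08 (SD, n = 4) in wild type and 4.08 ± 1.14 (SD, n = 4) in the knockout. Knockout exceeded wild type by 0.81 on the standard diet (two-sided exact permutation p = 0.114, adjusted 0.343) and by 0.81 on the ketogenic diet (exact permutation p = 0.257, adjusted 0.343). The diet changed the score by -0.12 in the knockout (exact permutation p = 0.914) and by -0.13 in wild type (exact permutation p = 0.171, adjusted 0.343). Leaving out KC872RL turned the change in the knockout to 0.13, leaving out KC935LL turned it to 0.01, and leaving out KC913RR gave -0.73. Without KC913RR knockout exceeded wild type on the ketogenic diet by 0.31, and without KC900RLL the diet changed the score in wild type by -0.24. The smallest p these tests allow is 0.0286.

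Ketogenic against standard diet in the knockout asks what the diet changes in the mutant. It gave 202 called genes, 36 higher and 166 lower, with 2957 genes at an unadjusted p under 0.05. The count ranged from 28, without KC872RL, to 1096, without KC888LL, over the 8 fits that left out 1 library. All 202 genes were among the 1096, and the 28 were all among the 202. The groups of this contrast also differed in sex markers, with Y-linked expression in 2 of 4 and 0 of 4 libraries. Fitting log2 CPM of Xist as a covariate left 7 calls. The 12 libraries with Xist and without Y-linked expression, of which 2 were knockout on the standard diet, gave 3 calls. These 2 were KC893RL and KC888LL, the library with intermediate Kcna1. In that fit Kcna1 itself had an adjusted p of 0.999 (edgeR) in knockout against wild type on the standard diet. Effects lost or kept in it may therefore reflect KC888LL and not sex. Adamts4 and Hbb-bt had the smallest p among the genes lower on the ketogenic diet. Adamts4 (ENSMUSG00000006403, chromosome 1, 171250421 to 171260637) fell from 22.6 ± 2.91 to 11.5 ± 1.02 CPM (SD, n = 4), a log2 fold change of -0.97 ± 0.11 (SE) (edgeR, adjusted p = 0.00103). Hbb-bt (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996) fell from 4.86 ± 1.53 to 0.894 ± 0.221 CPM (SD, n = 4), a log2 fold change of -2.45 ± 0.31 (SE) (edgeR, adjusted p = 0.00207). It is a globin gene with similar copies beside it, so its own share of the reads is uncertain. Both genes were called in every fit that left out 1 library. With only the libraries with Xist and without Y-linked expression their adjusted p values were the highest of 19 alternatives, at 0.0360 and 0.0648.

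Among genes higher on the ketogenic diet in the knockout, Cbs, 4921539H07Rik and Stra6 had the smallest p. Cbs (ENSMUSG00000024039, chromosome 17, 31608894 to 31637238) rose from 23.6 ± 2.81 to 33.3 ± 2.03 CPM (SD, n = 4), a log2 fold change of 0.49 ± 0.09 (SE) (edgeR, adjusted p = 0.0144). The long noncoding RNA 4921539H07Rik (ENSMUSG00000104586, chromosome 3, 58117053 to 58167616) rose by 1.10 ± 0.20 (SE) (edgeR, adjusted p = 0.0150). Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) rose by 0.90 ± 0.17 (SE) (edgeR, adjusted p = 0.0168). Each of the 3 was called in 6 of the 8 fits that left out 1 library, and without KC873RR their adjusted p values were 0.0537, 0.0591 and 0.0672. Over 19 alternatives these ranged up to 0.337, 0.441 and 0.506, from 0.000152, 8.6e-05 and 7.9e-05. Pdk4 (ENSMUSG00000019577) changed by -0.58 ± 0.21 (SE) in the knockout (edgeR, adjusted p = 0.184) and by -0.01 ± 0.21 (SE) in wild type (adjusted p = 1.00).

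In wild type the diet gave 2 called genes, with 953 genes at an unadjusted p under 0.05. The limit set by the animal numbers holds here too. Btg2 (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) rose from 13.1 ± 1.08 to 22.5 ± 3.46 CPM (SD, n = 4), a log2 fold change of 0.78 ± 0.12 (SE) (edgeR, adjusted p = 0.0415). Adamts4 fell from 24.2 ± 2.60 to 14.99 ± 1.81 CPM (SD, n = 4), a log2 fold change of -0.69 ± 0.11 (SE) (edgeR, adjusted p = 0.0415). Adamts4 was the 1 gene called for the diet in both genotypes. Of 8 fits that left out 1 library, Btg2 was called in 2 and Adamts4 in 1, with adjusted p of 0.321 without KC890RL and 0.335 without KC842L. Over 19 alternatives the adjusted p ranged from 2.2e-05 to 0.321 for Btg2 and from 6.1e-05 to 1.00 for Adamts4.

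Knockout against wild type on the ketogenic diet gave 3 called genes, with 1610 genes at an unadjusted p under 0.05. They were Kcna1, Gapdh and Btg2. Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) measured 880 ± 19.5 CPM in wild type and 1164 ± 33.3 CPM in the knockout (SD, n = 4), a log2 fold change of 0.40 ± 0.06 (SE) (edgeR, adjusted p = 0.0243). Gapdh has near-identical pseudogenes, and its level is uncertain where reads were divided among them. Btg2 measured 22.5 ± 3.46 CPM in wild type and 13.7 ± 1.73 CPM in the knockout (SD, n = 4), a log2 fold change of -0.71 ± 0.12 (SE) (edgeR, adjusted p = 0.0458). Without KC844RR the adjusted p was 0.141 for Gapdh and 0.289 for Btg2, and over 19 alternatives it ranged from 1.2e-07 to 0.141 and from 5.3e-05 to 0.409. Kcna1 was called in all 8 fits that left out 1 library, which gave from 1 to 13 called genes, the latter without KC916RRL.

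The interaction asks whether the diet acted differently in the 2 genotypes. It gave 0 called genes, with 1306 at an unadjusted p under 0.05, and 0 in each of the 16 fits that left out 1 library. DESeq2 gave 4 calls and the fit with no filter gave 2. In the edgeR fits with the filter named above, the difference between 202 and 2 diet calls was therefore not shown to be a difference between genotypes at any single gene.

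Reversal of knockout changes by the diet was examined with the called genes as planned. The 1 called gene, Kcna1, changed in the same direction under the diet in the knockout, so the share of opposite signs was 0%. That change of -0.30 went with KC888LL, at 82.0 CPM. The rest of its group lay at 44.6 to 47.0 CPM and the ketogenic group at 43.4 to 47.2 CPM. Kcna1 is also the targeted gene, so the 0% does not bear on reversal. With the 775 genes at an unadjusted p under 0.01 between knockout and wild type on the standard diet, a set chosen after seeing the data, 96.0% had the opposite sign under the diet in the knockout. Both contrasts share the knockout libraries on the standard diet, which gives opposite signs with no diet effect. In 10 simulations with the fitted knockout effect and no diet effect the share averaged 72.1% (range 70.1% to 73.8%), and in 10 with neither effect it averaged 92.2% (range 90.3% to 95.1%). When 2 of the 4 knockout libraries on the standard diet defined the change and the other 2 served as the reference for the diet, the share ranged from 68.2% to 86.9% over the 6 divisions. Against the ketogenic libraries alone, which are not shared, 72% of the 775 genes had the same sign in knockout against wild type, with a median ratio of log2 fold changes of 0.21. With the fitted knockout effect and no diet effect, simulated values averaged 94.7% and 0.65. That simulation took the fitted effect as true, sampling error included, and its sets held 1657 to 1799 genes against 775. It therefore overstated the knockout effect, and the gap from its values, the 72.1% among them, does not measure reversal. With neither effect the simulated same-sign share averaged 50.0%. Without KC888LL, 98.3% of the 1016 called genes had the opposite sign under the diet, 74.1% had the same sign on the ketogenic diet, and the median ratio was 0.20.

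Of the 90 tests of gene lists, camera called 40. By fry 4 were called, which were oligodendrocyte with the diet in the knockout and blood with the diet in the knockout, in knockout against wild type on the ketogenic diet and in the interaction. With an estimated correlation camera called 0. The oligodendrocyte list had a median log2 fold change of -0.85 with the diet in the knockout (camera, adjusted p = 1.5e-18, fry 0.0124), with 14 of 14 genes lower, 10 called over all genes and 14 adjusted over the list alone. With the diet in wild type its median was -0.49 (camera, adjusted p = 1.8e-13, fry 0.151), with 14 of 14 genes lower, 0 called over all genes and 13 adjusted over the list alone. The blood list rested on 5 of 6 genes and had a median of -2.02 with the diet in the knockout (camera, adjusted p = 6.4e-10, fry 0.00188), with 5 of 5 lower, 4 called and 5 adjusted over the list alone. In knockout against wild type on the ketogenic diet its median was -1.64 (camera, adjusted p = 3.0e-09, fry 0.0141). The microglia list had a median of 0.75 in knockout against wild type on the standard diet (camera, adjusted p = 4.1e-08, fry 0.196), with 16 of 16 higher, 0 called and 14 adjusted over the list alone, and of -0.83 with the diet in the knockout (camera, adjusted p = 6.4e-10, fry 0.129). Its score was 5.01 in KC872RL and 5.003 in KC873RR, which were the knockout libraries with Y-linked expression, and 3.63 to 3.898 in the other 14, and without KC872RL the first median was 0.49. The cholesterol synthesis list had a median of 0.55 with the diet in the knockout (camera, adjusted p = 7.9e-11, fry 0.151), with 22 of 23 higher, 1 called and 16 adjusted over the list alone, and its median was 0.34 without KC934R. Its score on the ketogenic diet was 5.74 in KC913RR and 5.94 in KC934R. In KC916RRL and KC935LL it was 5.11 and 5.18, within the 4.63 to 5.21 of the knockout on the standard diet. The pan-reactive list had a median of 0.99 in knockout against wild type on the standard diet (camera, adjusted p = 0.00245, fry 0.353), with 10 of 10 higher, 0 called and 0 adjusted over the list alone. On the ketogenic diet its median was 1.42 (camera, adjusted p = 0.000698, fry 0.341), and 0.26 without KC913RR (adjusted p = 0.0720). With the diet in the knockout it was 0.02 (camera, adjusted p = 0.695), -0.287 without KC888LL, -0.04 without KC893RL and -0.89 without KC913RR (adjusted p = 0.000639). Over 12 alternatives the adjusted p of these 3 medians ranged from 0.000227 to 0.522, from 0.000113 to 0.486 and from 0.000639 to 0.998. Over the 12 libraries with Xist and without Y-linked expression the list had a median of 0.40 on the standard diet (camera, adjusted p = 0.124), 1.38 on the ketogenic diet (camera, adjusted p = 0.00417) and 0.90 with the diet in the knockout (camera, adjusted p = 0.317).

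**Figure D3:**
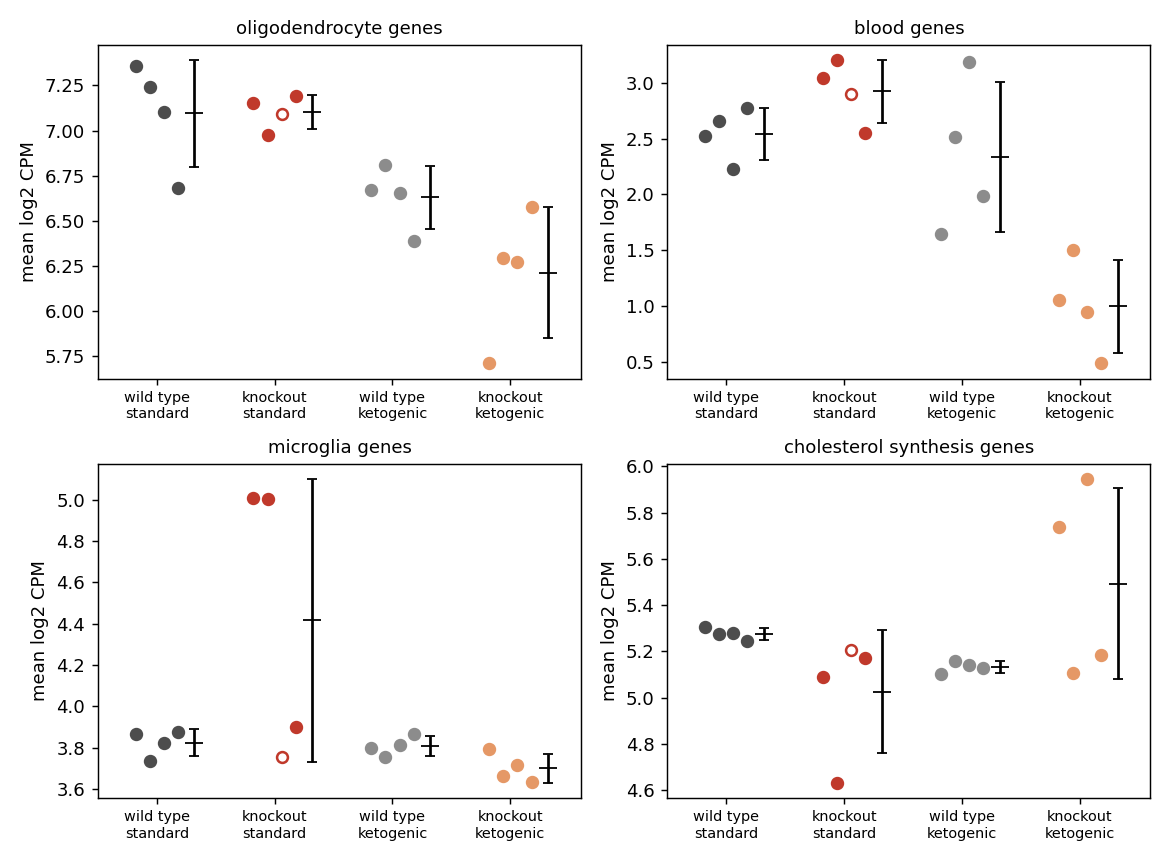
Mean log2 CPM of the oligodendrocyte, blood, microglia and cholesterol synthesis genes in each of the 16 libraries by group (axes do not start at 0). Each point is 1 library, the open point is KC888LL, and bars give the group mean and SD (n = 4). Oligodendrocyte scores were 5.71 to 6.58 in the knockout on the ketogenic diet and 6.98 to 7.19 on the standard diet.

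The remaining lists are given as median log2 fold changes, first in knockout against wild type on the standard diet and then with the diet in the knockout. The medians were 0.68 and -0.65 for A1 reactive astrocyte, 0.31 and 0.36 for A2 reactive astrocyte, and 0.11 and -0.10 for general astrocyte. Over the 12 libraries with Xist and without Y-linked expression those of A1 were 0.31 and 0.02. They were 0.51 and -0.40 for interferon response, and -0.02 and 0.04 over those 12 libraries. The A1 and interferon scores were highest in KC872RL and KC873RR, the knockout libraries with Y-linked expression. The medians were -0.44 and 0.28 for neuronal activity and 0.09 and -0.09 for fatty acid and ketone metabolism. For neuronal activity the median was -0.69 in knockout against wild type on the ketogenic diet (camera, adjusted p = 7.6e-06, fry 0.221). With the diet in wild type it was 0.36 (camera, adjusted p = 0.000555, fry 0.396). Among the knockout libraries on the ketogenic diet the neuronal activity score was 5.44 in KC913RR and 4.13 to 4.46 in the others. Endothelial genes had 0.20 and -0.15, thalamus genes 0.36 and -0.59, and striatum genes 0.17 and 0.02. Choroid plexus genes had -0.25 and -2.45, the latter -2.45 also with the 1 gene at or under 3 counts in every knockout library on the ketogenic diet set at its bound. Dentate granule cell genes had 0.00 and 0.25, CA1 pyramidal cell genes -0.18 and 0.13, and CA3 pyramidal cell genes -0.31 and 0.29. In knockout against wild type on the ketogenic diet, camera called 3 of these remaining lists and fry called none. Their medians were 0.82 for A2 reactive astrocyte (camera, adjusted p = 0.00249), -0.69 for neuronal activity (7.6e-06) and -1.86 for choroid plexus (0.0394). On this diet the A2 score was 3.603 in KC913RR, 1.24 to 1.65 in the other knockout libraries and 1.33 to 1.38 in wild type. Only KC913RR thus stood far above wild type. The choroid plexus score in wild type on this diet was high only in KC844RR, at 4.09 against 0.14 to 0.75 in the others. Medians of these lists without KC913RR or KC844RR are not reported here.

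Genes within 10 Mb of Kcna1 were compared with genes elsewhere because a targeted allele can carry flanking sequence of another strain. On the standard diet 0 of 174 nearby genes and 0 of 17294 genes elsewhere were called. On the ketogenic diet 1 of 174 nearby genes, Gapdh, and 1 of 17294 elsewhere, Btg2, were called (Fisher's exact test, two-sided, p = 0.0198), and Kcna1 itself was not counted. In 4 of the fits that left out 1 library, among them the fit without KC844RR, no nearby gene was called on the ketogenic diet. Without KC888LL, 18 of 177 nearby genes were called on the standard diet against 997 of 17547 (Fisher's exact test, two-sided, p = 0.0208). At an unadjusted p under 0.01, 16 of 174 nearby genes passed on the standard diet against 758 of 17294 elsewhere (Fisher's exact test, two-sided, p = 0.00500). On the ketogenic diet 13 of 174 passed against 386 of 17294 (Fisher's exact test, two-sided, p = 0.000186).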

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

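The tests of KC888LL, of the Gfap range, of endothelial genes and of animal numbers were chosen or described only after the result was seen. The same holds for those of the linked region and of other splits of the libraries. Those of GC content and length and of the equal fall of oligodendrocyte genes were written down earlier. Those of sex rest on the fit of libraries with Xist and without Y-linked expression, which was chosen after seeing the data. Its knockout group on the standard diet held only KC888LL and KC893RL, so KC888LL weighs on each of its values.

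Within groups of 4 libraries, 1 library lay far from the other 3 in 5 of 136 groups of values tested, against 6.8 that chance gives. Cbs in wild type on the ketogenic diet was 34.5 CPM in KC846L and 29.7 to 30.1 CPM in the others. Kcna1 in wild type on the standard diet was 129.7 CPM in KC894RLL and 115.7 to 118.1 CPM in the others. The choroid plexus score in wild type on the ketogenic diet was 4.09 in KC844RR and 0.14 to 0.75 in the others. In the knockout on the standard diet, KC888LL stood apart in Kcna1, at 82.0 CPM against 44.6 to 47.0 CPM, and in the neuronal activity score, at 4.71 against 4.10 to 4.20. No explanation was tested for the values of KC846L and KC894RLL.

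KC888LL had Kcna1 at a position of 0.516 on a scale from 0 at the mean of wild type to 1 at the mean of the other knockout libraries on the standard diet. This argues against a wild type library under a knockout label. Counting noise is argued against by the lower 95% Wilson bound of 78.1 CPM by total count for Kcna1 in KC888LL. A candidate explanation is an animal with one intact and one targeted copy of the region. Over 13 genes near Kcna1 that were chosen on the ketogenic libraries alone, the median position of KC888LL was 0.365, but the positions ran from -2.51 to 5.18 and 5 of the 13 lay outside the range from 0 to 1. The median therefore leaves this open. Mixed RNA of a wild type and a knockout animal gives halfway values too and was not told apart from such an animal. Gm13394, a processed pseudogene on chromosome 2 chosen after its values were seen, stood at 0.522. It differs from Gapdh, which lies near Kcna1, at 1 of 1000 bases. Whether its reads follow a Gapdh variant in that region was not tested. Gm13394 therefore cannot serve as a gene outside the region and does not decide between the 2. Gm13394 measured 57.1 CPM in KC888LL, 0.33 to 1.91 CPM in the other libraries labelled knockout and 108.6 to 124.8 CPM in wild type. Beyond these positions the genotype of KC888LL was not tested, and its label was kept.

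Leaving out a library by itself does not account for the 1016 calls between knockout and wild type on the standard diet without KC888LL, since the largest count without another library of that comparison was 0. With all 16 libraries, 3 of the 35 splits of the 8 libraries gave at least as many called genes as the real one. The other 2 splits replaced KC888LL by KC897RR or KC900RLL, both wild type. Without KC888LL, 1 of 35 splits gave as many, which was the real one. For the diet in the knockout, 3 of 35 splits gave at least the 202 genes of the real one. The others replaced KC888LL by KC913RR, with 214 genes, or by KC934R, with 760 genes. Without KC888LL, 1 of 35 splits gave as many as the 1096 genes of the real one. For the diet in wild type and for knockout against wild type on the ketogenic diet, 1 of 35 splits each gave as many, the real one. By the number of genes at an unadjusted p under 0.05 it was 1 of 35 for the former and 4 of 35 for the latter, whose real split had 1610. For the interaction, 15 of 100 splits gave at least the 1306 genes at an unadjusted p under 0.05 of the real one.

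The effect of the diet differed between genotypes by camera for 9 of the 18 lists, and by fry for 1, blood. The median interactions in log2 units were -0.66 for A1 reactive astrocyte, -0.13 for general astrocyte, -0.79 for microglia, 0.67 for cholesterol synthesis, -0.39 for oligodendrocyte, -1.68 for choroid plexus, -1.99 for blood, -0.57 for thalamus and 0.29 for CA3 pyramidal cell genes. With edgeR, all 16 libraries and the filter named above, no gene passed the threshold in the interaction, with 1306 genes at an unadjusted p under 0.05. With no filter 2 genes passed.

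Microglia genes had an interaction of -0.74 after a linear correction for GC content and gene length, so a GC content or gene length trend is argued against as the whole cause. Over the 12 libraries with Xist and without Y-linked expression the median was -0.11 (camera, adjusted p = 0.124). In wild type, KC890RL and KC846L, with Y-linked expression, scored 3.86 and 3.87, within the 3.73 to 3.88 of the other libraries. These 2 libraries argue against sex by itself outside the knockout. Within the knockout the sex of the animals cannot be told apart from the pattern. The 2 knockout libraries with high microglia scores, KC872RL and KC873RR, were both Y-linked, and no Y-linked knockout library was on the ketogenic diet. Cholesterol synthesis genes had an interaction of 0.73 after the correction and of 0.49 over the libraries with Xist (camera, adjusted p = 1.7e-08). Both argue against these technical causes and sex as the whole cause, and by fry neither list was called. The cholesterol synthesis scores were raised only in KC913RR and KC934R among the knockout libraries on the ketogenic diet.

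Oligodendrocyte genes fell with the ketogenic diet in the knockout by a median of 0.85 log2 units. After correction for GC content and length the median was -0.80, and over the libraries with Xist it was -0.92 (camera, adjusted p = 7.8e-22; fry, 0.0767), which argues against both as the whole cause. A smaller share of oligodendrocytes in the sample, from dissection or from biology, may explain it: 1 of the 14 genes, Cldn11, differed from the mean of the others (adjusted p = 0.00865), which leaves this open. Separate cohorts of animals by group cannot be told apart from diet and genotype. The range of animal numbers of the knockout on the ketogenic diet held 0 animals of other groups.

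Blood genes were lower with the diet in the knockout (median -2.02 log2 units), and in the interaction. With the diet in wild type the median was -0.09 (camera, adjusted p = 0.398). It was -0.36 without KC844RR (camera, adjusted p = 0.00764) and 0.08 without KC846L (camera, adjusted p = 0.864). Fewer blood vessels in the sample are argued against by the endothelial median of -0.15. Over the libraries with Xist the median was -1.79, so the sex of the animals is argued against as the whole cause. Separate cohorts of animals by group, such as in perfusion or dissection, could differ in residual blood and cannot be told apart, with 0 animals of other groups in the range of numbers.

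For 4 other lists the interaction median is given over the libraries with Xist and then after the correction for GC content and length. The values were -0.19 (camera, adjusted p = 0.124) and -0.61 for A1 reactive astrocyte, and -0.05 (camera, adjusted p = 0.676) and -0.10 for general astrocyte genes. They were -0.45 (camera, adjusted p = 0.000323) and -0.54 for thalamus, and 0.24 (camera, adjusted p = 0.174) and 0.36 for CA3 pyramidal cell genes. Over the libraries with Xist, thalamus was thus the 1 list of these 4 that camera called, and fry called none of them. KC888LL had the highest thalamus score, at 3.72 against 2.43 to 3.66 in the other libraries, and is part of that fit.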

How the results depend on the processing

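The fit of libraries with Xist and without Y-linked expression and the use of an unadjusted p under 0.01 were chosen only after the result was seen. No paired analysis was possible because the columns carry no replicate numbers, so fits with the replicate block were not run.

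Counts of called genes moved with most settings, and the cause was not tested except where stated. For knockout against wild type on the standard diet, 1 gene became 18 with no filter, 2 with at least 10 counts in every library, 2 with the Xist covariate, 0 with 1 surrogate variable, 171 with DESeq2, 0 with only the libraries with Xist, and 0 with only the groups compared. It ranged from 0 to 1016 over the 8 fits that each left out 1 library, the latter without KC888LL. For the diet in the knockout, 202 genes became 7 with the Xist covariate, 441 with 1 surrogate variable, 664 with DESeq2, 3 with only the libraries with Xist, 9 with only the groups compared, and 28 to 1096 leaving out 1 library. For the diet in wild type, 2 genes became 1 with upper-quartile factors, 0 without robust estimation, 1 with the Xist covariate, 12 with DESeq2, 0 with only the libraries with Xist, 11 with only the groups compared, and 0 to 3 leaving out 1 library. For knockout against wild type on the ketogenic diet, 3 genes became 11 with no filter, 5 without robust estimation, 0 with 1 surrogate variable, 41 with DESeq2, 1 with only the libraries with Xist, and 1 to 13 leaving out 1 library. The interaction went from 0, with 1306 genes at an unadjusted p under 0.05, to 2 with no filter and 4 with DESeq2. DESeq2 shared 1, 199, 2, 3 and 0 calls with edgeR for the knockout on the standard diet, the diet in the knockout, the diet in wild type, the knockout on the ketogenic diet and the interaction. Fits of fewer libraries have fewer degrees of freedom.

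The surrogate variable was highest in KC913RR, at 0.72, and KC872RL, at 0.34, the 2 libraries with the highest Gfap, so it takes up the outcome itself. With it, knockout against wild type on the ketogenic diet turned to -0.0928 for Gfap, -0.0220 for Vim and -0.14 for Aqp4. The diet in the knockout turned with the Xist covariate to 0.53 for Gfap, 0.19 for Vim and 0.29 for Serpina3n, and with only the libraries with Xist to 0.93, 0.59 and 0.66, and 0.11 for Aqp4. Leaving out 1 library gave -1.08 to 0.26 for Gfap, -1.34 to 0.19 for Vim and -0.89 to 0.0794 for Serpina3n. With the diet in wild type, Pdk4 turned to 0.19 with only the libraries with Xist, and ranged from -0.0963 to 0.0939 leaving out 1 library. The cause was not tested.

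Of the 90 list tests, 40 were called by camera, 4 by fry, 0 with an estimated correlation, and 31 to 42 leaving out 1 library. For the pan-reactive list, the medians of 0.99 on the standard and 1.42 on the ketogenic diet in knockout against wild type were not called by fry (adjusted p = 0.353 and 0.341) or with an estimated correlation (0.522 and 0.486). Leaving out 1 library gave 0.26 to 1.77 on the ketogenic diet, and -0.89 to 0.25 with the diet in the knockout. It gave -0.36 to 0.0773 for blood with the diet in wild type, -0.15 to 0.0882 for oligodendrocyte genes in knockout against wild type on the standard diet, and -0.24 to -0.12 for the pan-reactive score with the diet in wild type.

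The share of opposite signs went from 0% to 96% at an unadjusted p under 0.01, to 50% of 2 genes with at least 10 counts in every library, and to 98.3% without KC888LL; no other fit that left out 1 library gave called genes. Genes near Kcna1 went from 0 to 16 on the standard diet and from 1 to 13 on the ketogenic diet at an unadjusted p under 0.01, and ranged from 0 to 18 and from 0 to 2 leaving out 1 library. The pan-reactive score differences kept their direction with a prior count of 0.5, DESeq2 size factors, z-scores and without Gfap. Among single genes and lists, 82 other values were weaker and 3 stronger.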

Other observations

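The tests of the Gfap range, of Ttr, of the region around Kcna1, of Gapdh and of Y-linked counts were chosen only after the result was seen.

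Gfap spanned 3.01 log2 units over the 8 libraries labelled knockout and 0.41 over the 8 wild type libraries. A varying share of astrocytes is argued against by the general astrocyte score, which spanned 0.43 log2 units over the same 8 libraries. The sex of the animals is argued against as the whole cause, since the 6 knockout libraries with Xist spanned 2.81. The intermediate Kcna1 level of KC888LL is argued against as the whole cause, because the 4 knockout libraries on the ketogenic diet, which do not include it, spanned 2.81. The spread among the animals suggests a response that varied between mutant animals on both diets, for which no measure of seizures was at hand, so this is a hypothesis only. Vim and Serpina3n had the same 2 libraries highest in each knockout group.

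Ttr ranged from 3.95 to 971 CPM and varied within groups. Choroid plexus tissue carried along is a candidate explanation: Ttr correlated over the 16 libraries with the mean of 13 other choroid plexus genes at Pearson's r = 0.977 (permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman's rho = 0.944). Without KC894RLL and KC844RR, the highest, r was 0.968. No biological explanation was tested. The choroid plexus score of KC844RR above falls under the same pattern.

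Genes near Kcna1 changed the same way in the knockout on both diets more often than genes elsewhere. At an unadjusted p under 0.01 in both, 7 of 174 genes within 10 Mb passed and 33 of 17294 elsewhere (Fisher's exact test, two-sided, p = 1.2e-07). A linked region around the targeted gene, carrying sequence of the strain in which it was targeted, is a candidate explanation. The 7 genes, chosen after their values were seen, were Pianp, Gapdh, Ncapd2, Vwf, Gm45869, Gm38901 and BC064078. Both comparisons use different libraries.

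Gapdh is higher in the knockout on the ketogenic diet by 0.40 log2 units. Reads assigned to near-identical copies in wild type, such as Gm13394, which differs from Gapdh at 1 of 1000 bases, may explain part of it. After the counts of 35 genes, Gapdh and its copies, were summed, the difference was 0.22 (exact permutation p = 0.0286, the smallest possible), so they are argued against as the whole cause. A variant of Gapdh in the linked region could send reads to either copy, which was not tested.

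KC842L, a library with Xist, held Y-linked counts at 1.55% to 2.62% of the level of the libraries with Y-linked expression for 4 genes. RNA or reads of another library may be the source, since the shares did not differ (chi-square p = 0.572). KC890RL, with Y-linked expression, had 41.1 CPM of Xist, which was not explained.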
